A study of Mus musculus with 21 samples. Its data were reported in "Regulation of B Lymphocyte Development by Histone H2A Deubiquitinase BAP1" (2021).

How the data were processed

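RNA sequencing counts were available for 21 libraries of FACS-sorted mouse bone marrow cells. Pre-B cells were sorted as B220+ CD19+ CD43− cells lacking IgM, IgD and other-lineage markers, and immature B cells as CD19+ IgM+ IgD− cells. Per the labels, the genotypes were Bap1 fl/+ (WT), Bap1 fl/+ with mb1-Cre (HET) and Bap1 fl/fl with mb1-Cre (KO), where mb1-Cre is Cre recombinase knocked into the Cd79a locus. Per the labels, the cells of several mice were pooled for each library, and the spread between libraries is then a spread between pools, although the study also speaks of 3 to 4 mice per genotype and each library carries 1 sex and 1 age. Libraries were made from total RNA depleted of ribosomal RNA with a SMARTer stranded kit and sequenced with paired ends.

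The authors trimmed the reads with Trimmomatic 0.33, mapped them to the mm9 genome with TopHat 2.0.9 and Bowtie 1.0.0, and deposited for each library a table of raw read counts per gene from featureCounts at default settings. No strand setting other than the default was stated for the counting, so counts of overlapping and antisense genes are uncertain, as are those of histone genes and other families with near-identical copies. The authors also deposited a matrix of signal values in CPM (counts scaled to the same total in each library), made by quantile normalization and TMM scaling with edgeR of the genes with at least 5 CPM in at least 3 libraries. The columns of that matrix sum to between 979400 and 1031000. Of its 10562 rows, 10547 matched a gene symbol of the count tables, and the other 15 were left out. Per the file headers, the count tables also give a gene length in bases, in an annotation of 23364 genes.

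The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with at least 5 CPM in at least 3 libraries were kept, which left 10562 genes holding 99.38% of the counts. Library sizes were scaled by TMM. CPM values in the text are TMM-scaled CPM, given as mean ± SD over the libraries of a group. The same negative binomial model with 6 group means was fitted to all 21 libraries, and each comparison was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. A gene was called changed at a fold change of at least 1.5 and an adjusted p of at most 0.01, the limits the authors used. Standard errors of log2 fold changes were derived from the fold change and its F statistic.

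Before the data were examined, 39 gene lists were fixed, covering cell cycle, B cell development, signalling, metabolism, stress responses, other cell types and the genes named by the study. The 34 lists with at least 5 genes tested were tested with camera at a preset inter-gene correlation of 0.01 and called at an adjusted p of at most 0.05. The 5 lists with fewer genes tested were Hox and other developmental regulators (4), NK cells (1), erythroid cells (3), megakaryocytes and platelets (3) and stromal and endothelial cells (3). Camera was repeated with a correlation estimated for each list. The 8 tests of lists taken from other comparisons of these libraries were adjusted together, a step added after their values were seen. Both lists of genes named by the study were chosen by its authors on these same libraries. For each list the calls were counted over all genes tested and adjusted over the list alone. Gene positions were taken from the GENCODE vM1 annotation of the same assembly.

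The genes named in the text followed a rule fixed before the data were examined. Bap1, Cd79a and a set of 23 genes were named whatever their values. For each comparison with WT, the 8 genes with the largest fold change in each direction were named, among those called, with a mean of at least 10 CPM in the higher group and no overlap between the libraries of both groups. For each list described, up to 4 called members per direction with the smallest p were eligible. For immature B against pre-B cells in WT, the 5 largest changes per direction were named. Genes named outside this rule are said to have been chosen after their values were seen.

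Total counts ranged from 12424853 to 25146968 per library. In data simulated from the means and library sizes of these libraries, with 200 genes changed, the test of pre-B KO against WT recovered 8 of 67 genes changed 1.5-fold, 31 of 67 changed 2-fold and 53 of 66 changed 4-fold among 10562 genes, with 0 false calls. For immature B KO against WT it recovered 3, 34 and 55 of these. For pre-B HET against WT it recovered 0, 31 and 51, with 2 false calls. The simulated genes varied independently of each other, with the same spread in every group and no differences in background. The counts of false calls may therefore not hold for the real libraries.

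No library repeated another of its group, since the lowest chi-square per gene among 27 pairs of replicates was 26.0, and pairs of different groups were not compared. Labelled sex was matched by Xist and Uty counts in all 21 libraries. Libraries with the same number in WT and HET were checked for shared deviations from their group means. The correlation of these deviations lay between 0.29 and 0.54 in pre-B and between 0.37 and 0.86 in immature B libraries, above the limit of 0.1 fixed beforehand, and between 0.33 and 0.72 for the cell types in WT, where same-numbered libraries carry the same sex and age. For these comparisons the numbers were therefore read as pairs. The main fit had no term for the pairs, and a block for the number was fitted as an alternative. Same-numbered WT and HET libraries carry the same sex but differ in age. For comparisons with KO the lowest correlation was between −0.5 and −0.087. Same-numbered libraries of different genotypes carry the same sex, and those of HET and KO numbered 3, and in pre-B cells also 1, the same age, but no label gives a shared litter, batch or day, so that the numbers were not read as pairs there.

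The alternatives fixed beforehand were DESeq2, edgeR's exact test, RLE factors, quantile normalization before TMM, limma-trend on log2 of the deposited matrix plus 1, edgeR's filterByExpr, no filter, an adjusted p of at most 0.05 with no fold limit, a fit of only the groups compared, sex and age covariates, a block for the replicate number (for the cell types in WT and the difference between cell types, for genotype and number), fry, and leaving out each library. A covariate for background and the removal of the libraries numbered 1 were added after the data were seen. Background is the share of a library's counts that fell on genes below the filter. Principal components were computed on log2 CPM of the 10562 genes with a prior count of 2. Each comparison was also repeated on other splits of the same libraries.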

Results

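Transcript counts were measured in 21 libraries of sorted bone marrow B-lineage cells from mice in which Cre recombinase, expressed from the Cd79a (mb1) locus, removes floxed exons of Bap1. Bap1 encodes a nuclear enzyme that removes ubiquitin from histone H2A. Pre-B cells, which rearrange immunoglobulin light chain genes, gave 3 WT, 4 HET and 4 KO libraries. Immature B cells, the next stage, which carry IgM on the surface, gave 3 WT, 3 HET and 4 KO libraries. Per the labels, each library held the pooled cells of several mice. The pre-B libraries held 12496913, 19859975 and 22303969 counts in WT, 19504863, 19607802, 17485745 and 20781224 in HET, and 25146968, 15882085, 23535292 and 13476499 in KO. The immature B libraries held 22172510, 12844262 and 22639873 counts in WT, 24664570, 12424853 and 18629710 in HET, and 23241830, 19908464, 20712964 and 19980324 in KO. Between 12374 and 21665 genes had at least 1 count in a library.

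The first question was how far Bap1 and the Cd79a locus that carries Cre differed between genotypes. Bap1 (chromosome 14, 32064675 to 32073115, mm9) averaged 113 ± 11 CPM (SD, n = 3) in pre-B WT, 99.9 ± 12.2 CPM (n = 4) in HET and 66.5 ± 18.5 CPM (n = 4) in KO. In immature B cells it averaged 97.7 ± 6.68 CPM (n = 3) in WT, 81.0 ± 10.9 CPM (n = 3) in HET and 69.4 ± 8.61 CPM (n = 4) in KO. All KO libraries lay below all WT libraries of their cell type, at 51.7, 49.3, 83.6 and 81.4 CPM in pre-B KO against 103 to 125 CPM in WT, and at 60.3 to 80.7 CPM in immature B KO against 90.0 to 102 CPM in WT. The counts cover the whole gene, and the floxed exons 6 to 12 make up 872 of its 3406 transcript bases (25.6%), so that losing only their reads would give a log2 fold change of −0.43. The fitted log2 fold change was −0.77 ± 0.17 (SE, adjusted p = 0.00487) in pre-B KO against WT and −0.49 ± 0.17 (adjusted p = 0.105) in immature B KO against WT. In HET against WT it was −0.18 (adjusted p = 0.998) in pre-B and −0.27 (adjusted p = 1) in immature B cells. The call for Bap1 in pre-B KO ended without PreB_WT replicate 2 (−0.78), 3 (−0.79) or 4 (−0.69), and without PreB_KO replicate 1 (−0.66) or 2 (−0.62).

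Cd79a (chromosome 7, 25682400 to 25687216), which encodes a signalling chain of the B cell receptor, was lower in every library that carries Cre than in every WT library of the same cell type. Its mean was 922 ± 60.8 CPM (n = 3) in pre-B WT, 439 ± 65.9 CPM (n = 4) in HET and 657 ± 134 CPM (n = 4) in KO. In immature B cells the means were 1400 ± 86.5 CPM (n = 3), 717 ± 53.1 CPM (n = 3) and 671 ± 144 CPM (n = 4). The log2 fold change against WT was −1.07 (adjusted p = 0.030) in pre-B HET, −0.49 (adjusted p = 0.0599) in pre-B KO, −0.96 (adjusted p = 0.341) in immature B HET and −1.06 (adjusted p = 5.62e-04) in immature B KO, of which only the last passed the threshold.

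**Figure D1:**
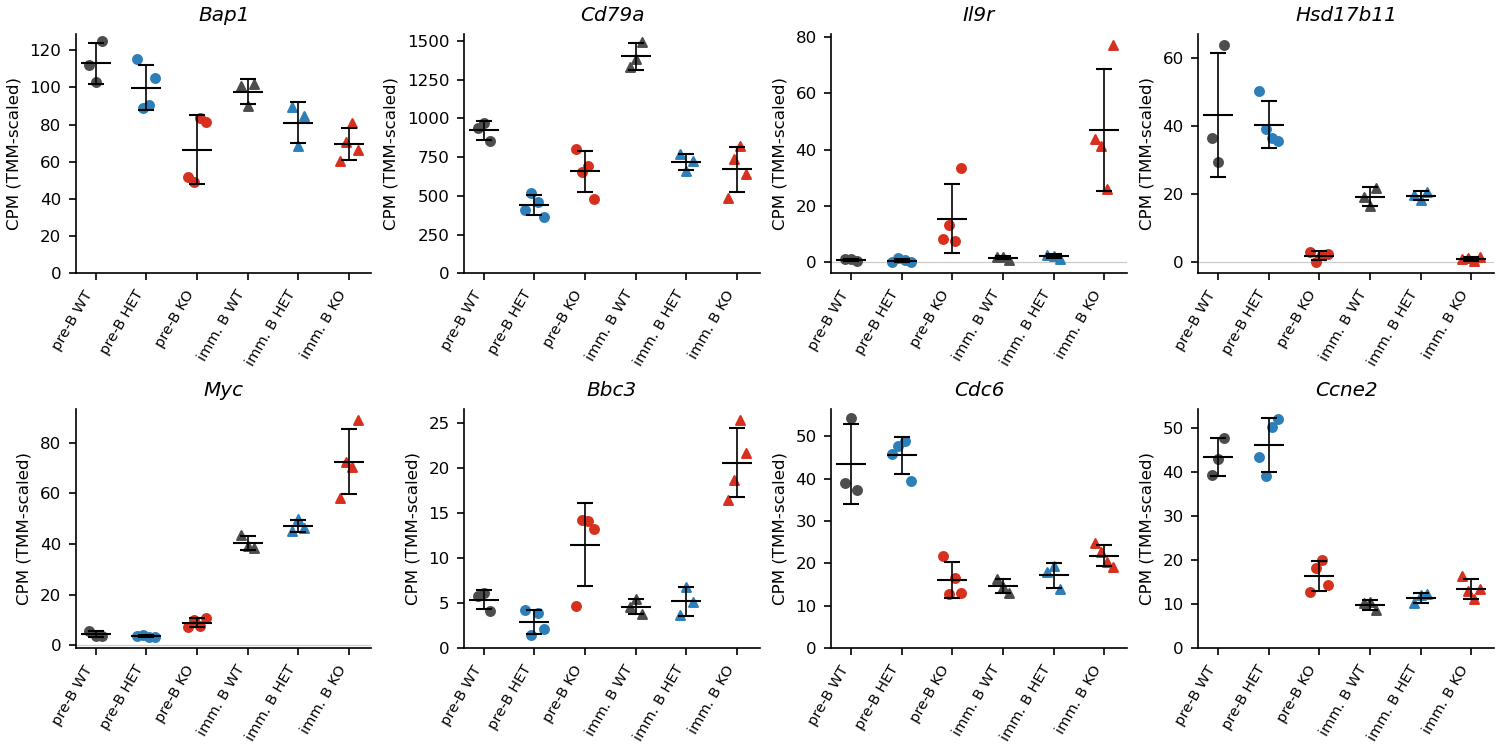
TMM-scaled CPM of 8 genes in each of the 21 libraries (circles, pre-B cells; triangles, immature B cells), with the mean and SD of each group as bars. Cd79a lies lower in all libraries with Cre than in WT, Il9r and Bbc3 are highest in immature B KO, Hsd17b11 lies near 0 in KO of both cell types, and Cdc6 and Ccne2 are lower in pre-B KO than in pre-B WT and HET.

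The libraries were ordered by cell type first. The first principal component, with 40.0% of the variance, separated all pre-B from all immature B libraries. The third, with 12.5%, separated all KO libraries from the WT and HET libraries within each cell type, and on it PreB_KO replicates 1 and 2 (scores −52.5 and −60.4) lay farther out than replicates 3 and 4. The second component, with 21.8%, followed the background share, which ranged from 0.25% to 1.88% of a library's counts. Over the 21 libraries its Pearson correlation with log2 background was 0.937 and Spearman's rho was 0.982 (permutation p = 1e-05 each, the smallest that 100000 permutations can give, adjusted p = 3e-05 over 3 components). Pearson's r was 0.912 without the 2 libraries farthest from the median, 0.959 within the 11 pre-B libraries and 0.992 within the 10 immature B libraries.

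**Figure D2:**
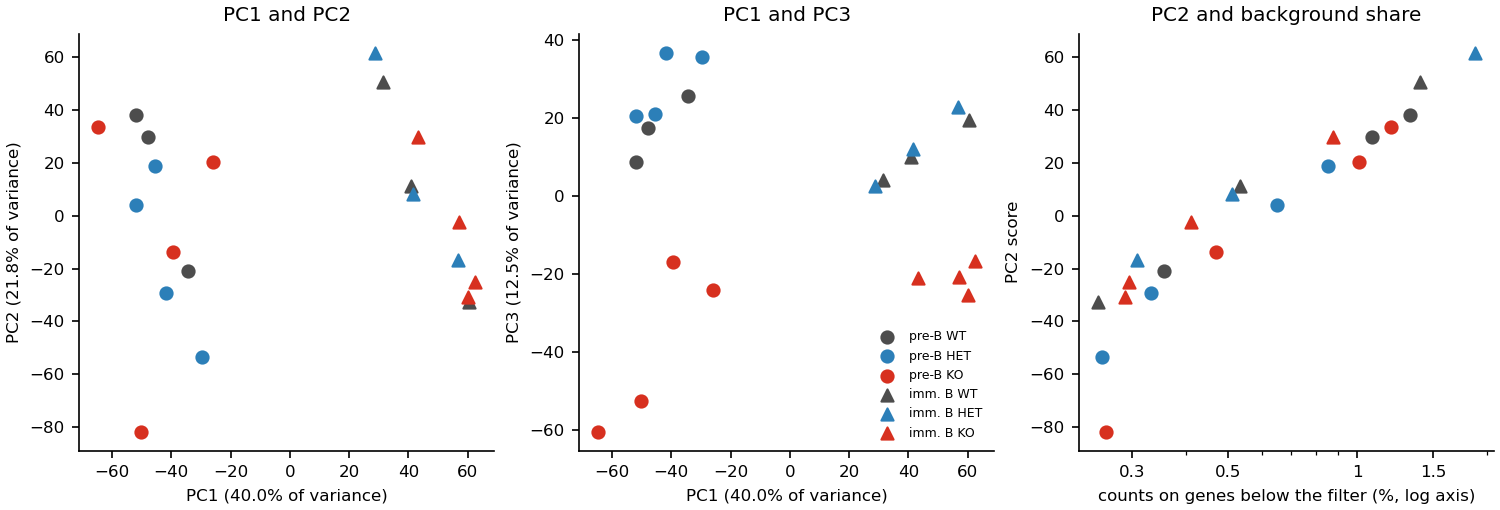
Scores of the 21 libraries on principal components 1 and 2, on components 1 and 3, and component 2 against the share of counts on genes below the filter (percent, log axis). Component 1 separates the cell types, component 3 sets KO libraries below the others, and component 2 rises with the background share.

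Immature B cells were compared with pre-B cells in WT to describe the step between these stages. The recombination-activating genes Rag1 and Rag2 fell, with log2 fold changes of −5.62 ± 0.40 (SE) and −5.36 ± 0.41. The interleukin 7 receptor gene Il7r fell as well (−4.72 ± 0.31), from 519 ± 111 to 19.6 ± 2.43 CPM (n = 3 each), as did Eps8l2 (−4.62 ± 0.58) and the ephrin receptor gene Epha2 (−4.43 ± 0.17). Genes of later B cells rose, among them the chemokine receptor gene Cxcr5 (5.57 ± 0.36), the activation marker Cd83 (5.49 ± 0.53), the cyclin gene Ccnd2 (5.44 ± 0.43) and the properdin gene Cfp (5.35 ± 0.33). The J chain gene Igj had the largest rise (7.71 ± 1.60), at a mean of 64.7 ± 75.5 CPM in immature B WT. The adjusted p of these 10 genes was at most 8.42e-04.

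In all, 1928 of 10562 genes were called between the stages, 898 higher and 1030 lower in immature B cells. Of all genes tested 5189 (49.1%) had no overlap between the libraries of both groups, a pattern that chance gives in 10% of genes with 3 libraries against 3. Of 55 mitosis genes 54 fell (median log2 fold change −2.01), as did 50 of 54 replication-dependent histone genes (−1.87), such as Hist1h1a (−2.42). Of 44 DNA replication genes 15 fell (median −0.50), and of 21 early B lineage and pre-BCR genes 15 fell and 1 rose (median −2.46), the latter Hes1 (1.82). Of 39 mature and transitional B cell genes 29 rose (median 2.06), such as Ms4a1 (4.13), the gene for CD20, and Cd74 (3.83), the invariant chain of MHC class II, and 1 fell, Cd38 (−0.88), whose call ended without PreB_WT replicate 4 (−0.65) or without any of 4 other libraries. Myc (3.25) led 20 rises among 38 MYC and ribosome biogenesis genes. Of the 34 lists 20 were called, 12 higher and 8 lower. With an estimated correlation 14 of these held, and the call was lost for DNA replication (adjusted p = 0.116), homologous recombination (adjusted p = 0.0904), interferon-stimulated genes (adjusted p = 0.25), cytosolic ribosomal proteins (adjusted p = 0.627), the unfolded protein response (adjusted p = 0.25) and immediate early genes (adjusted p = 0.313).

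The main comparison, pre-B KO against WT, asked which genes change at the pre-B stage when Cre is present and Bap1 is lost. The cytokine receptor gene Il9r rose most (4.31 ± 0.73 on the log2 scale), from 0.787 ± 0.331 CPM (n = 3) to 15.5 ± 12.1 CPM (n = 4). Thbs4, which encodes a thrombospondin, rose from 4.27 ± 1.11 to 47.3 ± 13.9 CPM (3.47 ± 0.33). The next largest rises were those of Stac (3.30), the leukotriene receptor gene Cysltr1 (3.16), Lmo7 (3.04), Fcer2a (2.92), the gene for CD23, Khdrbs3 (2.87) and Serpina3g (2.79). Hsd17b11, which encodes a steroid dehydrogenase, fell by 4.45 on the log2 scale (SE 0.54), from 43.4 ± 18.2 to 1.95 ± 1.36 CPM, and Eya1, which encodes a transcriptional coactivator with phosphatase activity, fell from 47.2 ± 7.64 to 2.55 ± 1.86 CPM (−4.21 ± 0.48). Iqce (−3.02), Irf2bpl (−2.87), Nrgn (−2.52), the plexin gene Plxnb2 (−2.49), 1700030K09Rik (−2.38) and the fatty acid desaturase gene Fads1 (−2.32) followed. The adjusted p of these 16 genes was at most 0.0021. Without PreB_WT replicate 3 the calls of Stac (3.06) and Khdrbs3 (2.87) ended.

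Genes of DNA replication fell together in pre-B KO. Of the 44 tested, 19 fell and none rose (median log2 fold change −0.64), including Cdc6 (−1.44 ± 0.19), which loads the replicative helicase, the DNA polymerase genes Pola1 (−1.34 ± 0.15) and Pole (−1.04 ± 0.15) and the helicase gene Mcm6 (−0.91 ± 0.11). The list was called lower (camera adjusted p = 2.17e-18, and 0.00653 with an estimated correlation), and 24 genes fell when adjusted over the list alone. All 4 KO libraries had a lower mean of this list than all 3 WT libraries (exact two-sided permutation p = 0.0286, the smallest that 3 against 4 libraries can give). The same permutation test gave p = 0.0571 for the histone list, 0.0857 for mature B cell genes and 0.229 each for homing and ribosomal protein genes. The other lists called in this comparison gave 0.0286. Of 38 homologous recombination and replication stress genes 12 fell (16 adjusted over the list alone, median −0.71), such as Rad51 (−1.21) and Brip1 (−1.02), and the list was called with both correlations (adjusted p = 3.43e-12 and 0.0463).

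Mitosis genes (14 of 55 fell, 25 adjusted over the list alone, median −0.60), such as Kntc1 (−1.35), Bub1 (−0.98) and Top2a (−0.87), G1/S control genes (4 of 28, 9 over the list alone, median −0.46), such as the cyclin gene Ccne2 (−1.41) and Rbl1 (−0.80), and replication-dependent histone genes (9 of 54, 16 over the list alone, median −0.73), such as Hist1h1b (−1.03), were called lower with the preset correlation alone (adjusted p at most 2.64e-05). With an estimated correlation their adjusted p was 0.211, 0.0605 and 0.12. In the nucleotide synthesis list Rrm2 (−1.16), Rrm1 (−0.74) and Ctps (−0.79) fell and Shmt2 rose (0.87), with an adjusted p of 0.028 for the list, and 0.154 with an estimated correlation. The proliferation markers Mki67 (−0.76, adjusted p = 0.00864), Pcna (−0.66, adjusted p = 0.0053) and Mcm3 (−0.65, adjusted p = 0.00854) also fell. Without PreB_WT replicate 3 the calls of Mki67 (−0.56), Pcna (−0.60), Mcm3 (−0.48), Rrm1 (−0.58), Ctps (−0.63) and the nucleotide synthesis list (adjusted p = 0.13) ended.

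Of 19 NF-kB target genes 5 rose and none fell in pre-B KO (median log2 fold change 0.50), among them the lymphotoxin gene Ltb (2.33 ± 0.32), the costimulatory receptor gene Cd40 (1.34 ± 0.16) and Nfkb2 itself (1.26 ± 0.20). This list was called with both correlations (adjusted p = 2.26e-06 and 0.0402). Of 39 mature and transitional B cell genes 8 rose and 2 fell (12 and 2 adjusted over the list alone, median 0.37), with Fcer2a, Ltb, Cxcr5 (1.72) and Cd40 among the rises and Plac8 (−1.55) and S1pr1 (−0.62) as the falls (adjusted p = 1.85e-05, and 0.221 with an estimated correlation). Of 22 chemokine receptor and homing genes 4 rose and 1, S1pr1, fell, with Gpr183 (2.39), S1pr3 (2.10), Cxcr5 and Sell (1.25) as the rises (adjusted p = 0.0259, and 0.211 with an estimated correlation). Myc rose from 4.29 ± 1.16 to 8.90 ± 1.79 CPM (1.06 ± 0.19) and was the 1 called gene of 38 in its list (adjusted p = 0.00724, and 0.104 with an estimated correlation). Of 32 B lineage factor genes Nfkb2 and the transcription factor gene Irf8 (0.84) rose (adjusted p = 4.61e-04, and 0.221 with an estimated correlation). Without PreB_WT replicate 3 the calls of Plac8 (−1.51), S1pr1 (−0.60), S1pr3 (1.94), Sell (1.18), Irf8 (0.78) and the homing list (adjusted p = 0.0583) ended, as that of the MYC list did without PreB_WT replicate 4 (adjusted p = 0.0547).

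Cytosolic ribosomal protein genes were called higher as a list with no called member of 76 (median 0.24, adjusted p = 1.35e-05, and 0.562 with an estimated correlation). In the unfolded protein response list Ddit3 (1.5) and Atf4 (0.63) rose, of 23 genes (adjusted p = 0.0452, and 0.525 with an estimated correlation), and the calls of Atf4 (0.71) and of the list (adjusted p = 0.118) ended without PreB_WT replicate 3. Of the genes the study named as lowered 35 of 40 fell (adjusted p = 2.65e-39, and 0.00653 with an estimated correlation), and of those it named as raised 9 of 19 rose (4.9e-16 and 0.00186). The study chose both lists on these libraries, so they are not independent evidence of a direction. Il7r (0.57, adjusted p = 0.145), Rag1 (0.37, adjusted p = 0.497), Igll1 (−0.48, adjusted p = 0.6), Bcl2 (1.14, adjusted p = 0.0768), Bbc3 (1.10, adjusted p = 0.0698), Cdkn1a (−0.40, adjusted p = 0.354) and Cr2 (1.36, adjusted p = 0.129) did not pass. Vpreb1 lay below the filter, at 3.26 ± 0.826 CPM in WT and 3.32 ± 1.18 CPM in KO.

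In pre-B KO against WT 560 genes were called, 196 higher and 364 lower, and 2775 had an unadjusted p under 0.05. Of all genes tested 1832 (17.3%) had no overlap between the libraries of both groups, which chance gives in 5.71% of genes. The count depended on the libraries in the fit. A fit of the 7 libraries compared called 6 genes, with 1647 at an unadjusted p under 0.05. The main fit used a spread shared by all groups, on which the adjusted p values here rest. Pairs of libraries differed by a chi-square per gene of 26.0 to 103 in pre-B WT and 87.4 to 202 in pre-B KO. In immature B cells it was 36.7 to 69.3 in WT and 28.7 to 77.1 in KO. Whether unequal spread lowered the count to 6 was not tested. Without PreB_WT replicate 3 the main fit called 272 genes, and 28 of the 71 calls of named genes ended. Of these 71, 14 and 10 ended without PreB_WT replicates 2 and 4, and 10, 6, 10 and 12 without PreB_KO replicates 1 to 4.

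**Figure D3:**
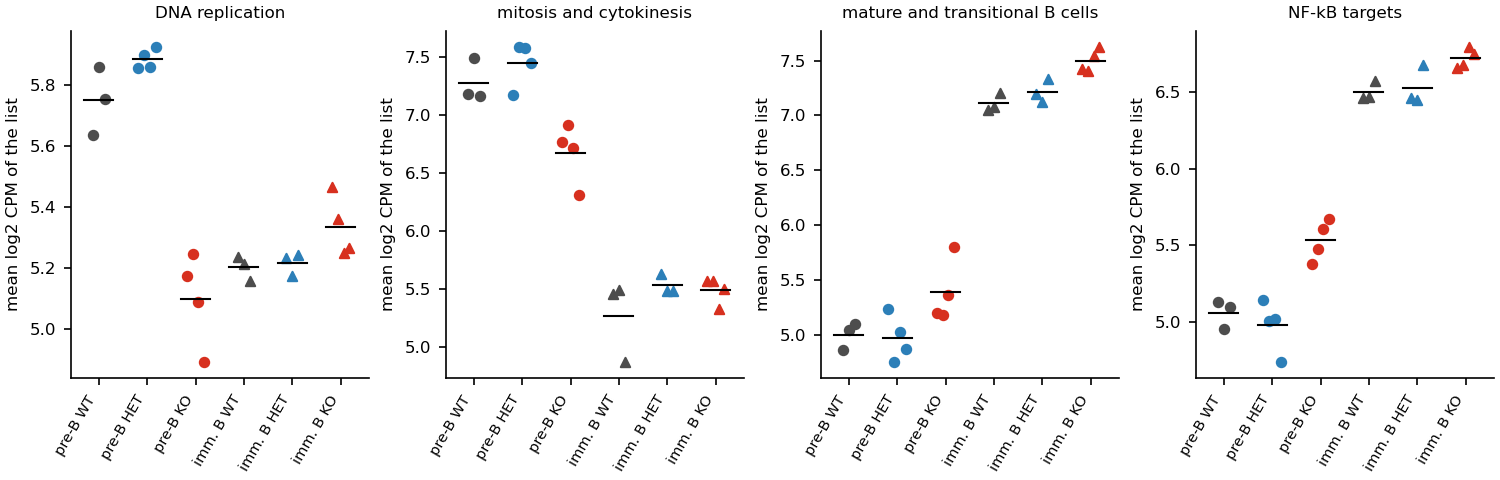
Mean log2 CPM of 4 gene lists in each library (circles, pre-B; triangles, immature B; line, group mean). The 4 pre-B KO libraries lie below the pre-B WT libraries for DNA replication and mitosis and above them for the mature B cell and NF-kB lists, and in immature B KO the DNA replication mean is not lower than in WT.

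In immature B KO against WT the same cytokine receptor gene led the rises. Il9r rose from 1.55 ± 0.538 CPM (n = 3) to 47.1 ± 21.7 CPM (n = 4), a log2 fold change of 4.94 ± 0.72. Sell, which encodes L-selectin, a homing receptor, rose from 30.5 ± 3.89 to 193 ± 53.1 CPM (2.66 ± 0.32). Khdrbs3 (3.63), 9030617O03Rik (3.30), Thbs4 (3.00), Serpina3g (2.42), the p53 target and BCL2-family gene Bbc3 (2.15) and Gpr183 (2.08) completed the 8 largest rises. Eya1 fell from 22.2 ± 5.11 to 1.22 ± 0.369 CPM (−4.19 ± 0.50) and Hsd17b11 from 19.3 ± 2.77 to 1.01 ± 0.516 CPM (−4.25 ± 0.56). The mitochondrial carrier gene Slc25a23 (−3.01), Zfp354c (−2.38), the collagen gene Col5a3 (−2.15), the glycogen synthase gene Gys1 (−2.14), Igsf9 (−2.12) and Cyp39a1 (−2.08) followed. The adjusted p of these 16 genes was at most 0.00803. Without ImmB_WT replicate 2 the calls of Bbc3 (2.14), Gpr183 (1.94), Col5a3 (−1.77), Gys1 (−2.18) and 9030617O03Rik (3.10) ended, as that of Khdrbs3 did without ImmB_WT replicate 4 (3.27).

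Among 26 p53 target genes 4 rose and none fell in immature B KO (5 adjusted over the list alone, median 0.25). They were Bbc3, Zmat3 (1.51 ± 0.30), the cell cycle inhibitor gene Cdkn1a (1.29 ± 0.27) and Ccng1 (1.14 ± 0.18), and the list was called with both correlations (adjusted p = 7.08e-04 and 0.0359). The MYC and ribosome biogenesis list (median 0.27, 1 of 38 called, Myc with 0.84 ± 0.18) and the nucleotide synthesis list (median 0.25, 0 of 23 called) were also higher with both correlations (adjusted p = 4.82e-04 and 9.95e-04, and 0.0359 each with an estimated correlation). Of 39 mature and transitional B cell genes 7 rose and none fell (7 and 2 adjusted over the list alone), with Sell and the MHC class II genes H2-Eb1 (1.59), H2-Aa (1.47) and H2-Ab1 (1.26) foremost (adjusted p = 3.39e-04, and 0.448 with an estimated correlation). Of 22 homing genes 4 rose, Sell, Gpr183, Itgb1 (1.04) and Cd44 (0.67), with an adjusted p of 8.52e-04, and 0.0761 with an estimated correlation. Of the genes the study named as raised, chosen on these libraries and so not independent evidence, 4 of 19 rose (adjusted p = 1.21e-06, and 0.0359 with an estimated correlation). Without ImmB_WT replicate 2 the calls of Cdkn1a (1.17), Zmat3 (1.44), Ccng1 (1.05), Myc (0.90), H2-Eb1 (1.43), H2-Aa (1.29), H2-Ab1 (1.10) and Itgb1 (1.09) ended.

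Another 11 lists were called with the preset correlation alone. DNA replication (median 0.15), mitosis (0.20), homologous recombination (0.21), histone (0.14) and oxidative phosphorylation genes (0.21) and the genes the study named as lowered (0.21) were called higher with no called member, at adjusted p of 0.0395, 0.00106, 0.0267, 0.0472, 0.00231 and 0.00272 (0.595, 0.623, 0.595, 0.672, 0.595 and 0.595 with an estimated correlation). Cytosolic ribosomal proteins (median 0.36, 76 of 76 with a positive sign) had an adjusted p of 4.83e-09, and NF-kB targets (0.24, with Nfkb2 called at 0.96) of 0.042, each 0.448 with an estimated correlation. The early B lineage list (median −0.19), with Myb (−0.94) and Sox4 (−0.71) called, the immediate early list (−0.31) with no called member, and the T cell list (−1.06), with the kinase gene Lck (−1.26) called, were lower at adjusted p of 0.042, 0.00707 and 0.0395, each 0.448 with an estimated correlation. Without ImmB_WT replicate 4 the calls of the replication (adjusted p = 0.123), mitosis (0.786), recombination (0.222), histone (0.14), immediate early (0.11) and study-lowered lists (0.208) ended. The early B lineage (adjusted p = 0.106), NF-kB (0.0886) and T cell calls (0.204) ended without ImmB_WT replicate 3, and those of Nfkb2 (0.95), Myb (−0.83) and Sox4 (−0.72) without ImmB_WT replicate 2. Lck and the Toll-like receptor regulator gene Irak3 (−1.81) were lower in pre-B KO as well (−1.52 and −1.73).

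In immature B KO against WT 229 genes were called, 75 higher and 154 lower, with 1884 at an unadjusted p under 0.05, and 3034 of all genes tested (28.7%) had no overlap between the libraries (5.71% by chance). The count fell to 83, 133 or 112 without ImmB_WT replicate 2, 3 or 4, and to 130 or 132 without ImmB_KO replicate 3 or 4, and a fit of the 7 libraries compared called 431. Of the 17 called lists 11 were called without ImmB_WT replicate 4. Of the 33 calls of named genes 17, 7 and 10 ended without ImmB_WT replicate 2, 3 or 4, and 6, 4, 9 and 7 without ImmB_KO replicates 1 to 4.

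Both cell types were then compared for the extent to which the same genes moved. Of 671 genes called in at least 1 cell type, 39 were higher in both, 78 were lower in both and 1, Mast4 (0.62 in pre-B and −0.81 in immature B cells, named after its value was seen), was called in opposite directions. Independent sets of these sizes would share 1.39 and 5.31 genes (one-sided Fisher's exact p = 1.06e-48 and 2.66e-74). Genes are not independent of each other, same-numbered libraries of both cell types carried the same sex and age and deviate together in WT, and no value without an effect was computed, so these p values do not show a shared effect of KO by themselves. Of the 560 genes called in pre-B cells 455 (81.2%) had the same sign in immature B cells, and of the 229 called in immature B cells 213 (93.0%) had the same sign in pre-B cells.

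**Figure D4:**
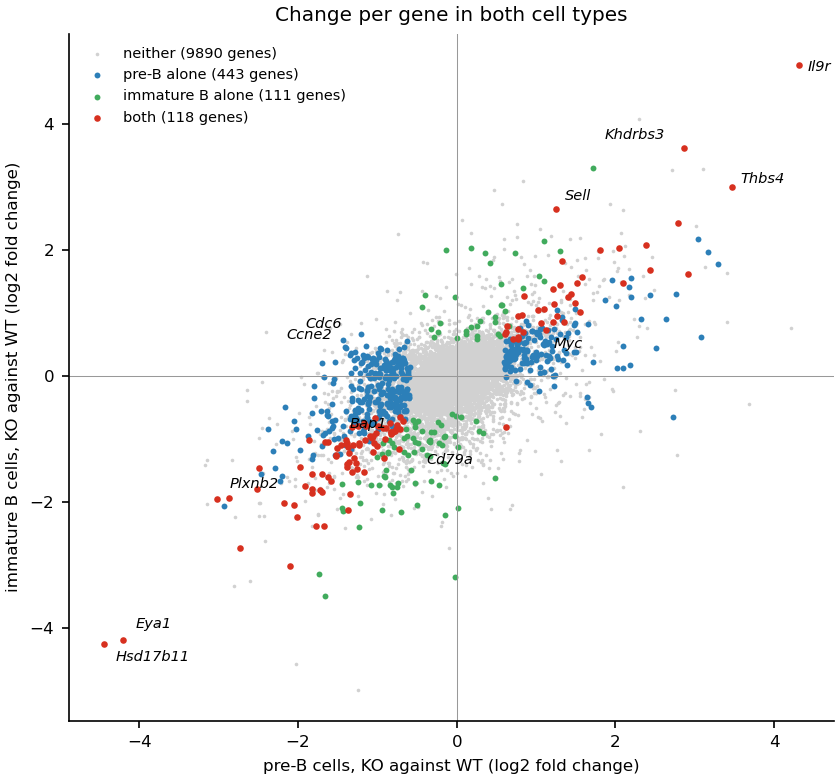
Log2 fold change of each of 10562 genes in KO against WT, in pre-B cells (horizontal) and immature B cells (vertical), coloured by the cell type in which it was called. Il9r, Thbs4, Eya1 and Hsd17b11 lie along the diagonal, and Cdc6 and Ccne2 are lower in pre-B KO alone.

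The difference of the KO effect between the cell types was tested directly. Genes of DNA replication stood out: of 44, 6 differed (22 adjusted over the list alone), and the list differed by a median of 0.83 on the log2 scale (adjusted p = 5.24e-35, and 3.88e-04 with an estimated correlation). Cdc6 had a log2 fold change of −1.44 in pre-B cells and a difference of 2.01 ± 0.27, at 14.6 ± 1.65 CPM in immature B WT and 21.8 ± 2.49 CPM in immature B KO. The cyclin gene Ccne2 (1.87 ± 0.25), Rad51 (1.88 ± 0.28), Fancd2 (1.63 ± 0.29), Kntc1 (1.68 ± 0.26), Pola1 (1.39 ± 0.21) and Mcm6 (1.10 ± 0.16) also differed. Mitosis (median 0.77), histone (0.93), homologous recombination (0.70), G1/S (0.46) and nucleotide synthesis genes (0.46) differed in the same direction as lists, with an adjusted p of at most 0.0341 with an estimated correlation. p53 targets did not pass (median 0.31, adjusted p = 0.0507, and 0.0477 with libraries of the same genotype and number blocked), and neither did mature B cell genes (−0.03, adjusted p = 0.236) or, as genes, Cdkn1a (1.69, adjusted p = 0.0243) and Sell (1.41, adjusted p = 0.12).

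Of the calls of these 7 genes that of Ccne2 alone held without PreB_WT replicate 3, where the values were 1.73 for Cdc6, 1.70 for Rad51, 1.34 for Fancd2, 1.5 for Kntc1, 1.27 for Pola1 and 0.95 for Mcm6. In this test 21 genes were called, 18 with a higher and 3 with a lower effect in immature B cells, and 1025 had an unadjusted p under 0.05. The count was 3 without PreB_WT replicate 3, 8 and 6 without ImmB_WT replicates 2 and 4, 11, 37 and 36 without PreB_KO replicates 1, 2 and 4, and 6, 9 and 9 without ImmB_KO replicates 1, 2 and 4, and a fit of the 14 libraries compared called 1. Without PreB_KO replicate 4, 16 of the 36 were higher and 20 lower. With libraries of the same genotype and number blocked, 12 of the 21 were among 30 calls, and that of Fancd2 ended (adjusted p = 0.0177).

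HET was compared with WT, from which it differs in 1 copy of Bap1, in Cre and in the Cd79a locus that carries Cre. Ages differed as well, at 9 to 16 full weeks in WT and 10 to 28 in HET per the labels. These differences cannot be told apart. No gene was called in pre-B HET or immature B HET by edgeR's quasi-likelihood test, with 344 and 49 genes at an unadjusted p under 0.05. Both counts lie below the share of 0.05 that chance alone would give among 10562 genes. A fit of only the groups compared gave 350 and 380, again with no gene called. The absence of calls therefore does not show the absence of an effect. In each cell type DESeq2 called 1 gene, Cd79a, and edgeR's exact test called 1 in pre-B and 0 in immature B HET. As lists, replication-dependent histone genes (median log2 fold change 0.51, 0 of 54 called) and nucleotide synthesis genes (0.20, 0 of 23 called) were higher in pre-B HET with both correlations (adjusted p = 1.65e-31 and 1.1e-04, and 0.0345 each with an estimated correlation). Cytosolic ribosomal protein (0.31), oxidative phosphorylation (0.30), mitosis (0.14), DNA replication (0.13), G1/S (0.11), glycolysis (0.09) and study-lowered genes (0.11) were the others called higher in pre-B HET, and neutrophil (−2.36), monocyte (−0.92), stem and progenitor (−0.29) and homing genes (−0.18) were called lower. None of these 11 held with an estimated correlation (adjusted p at least 0.218). With the replicate block, the G1/S list had an adjusted p of 0.0597 and the stem and progenitor list of 0.126, and both calls ended, while interferon-stimulated (0.0298) and sex check genes (0.00684) were called. Left-out libraries also ended the calls of the G1/S (adjusted p = 0.454) and study-lowered lists (0.185, without PreB_WT replicate 4), the glycolysis (0.101) and stem and progenitor lists (0.0728, without PreB_WT replicate 3) and the homing list (0.0884, without PreB_WT replicate 2).

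In immature B HET 9 lists were called with no called member, and with the replicate block also the sex check genes (adjusted p = 0.0209). Mitosis (median 0.24), histone (0.33), mature B cell (0.10), oxidative phosphorylation (0.08), cytosolic ribosomal protein (0.16), unfolded protein response (0.11), plasma cell (0.21) and study-lowered genes (0.15) were higher and neutrophil genes (−0.46) lower. None held with an estimated correlation (adjusted p at least 0.138). Without ImmB_WT replicate 2 the count of lists was 5, and the calls of the mature B cell (adjusted p = 0.317), oxidative phosphorylation (0.21), unfolded protein response (0.328) and plasma cell lists (0.236) ended. Those of the mitosis and study-lowered lists (0.0782 each) ended without ImmB_WT replicate 4, and that of the neutrophil list (0.884) without ImmB_HET replicate 4.

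KO was also compared with HET, which carries Cre as well. Cd79a itself lay higher in pre-B KO than in pre-B HET (0.58, adjusted p = 0.012), so that an effect of the altered locus need not be equal in both. In pre-B cells 922 genes were called, 334 higher and 588 lower. DNA replication genes fell in 27 of 44 and rose in 1 (Orc4, 0.67), with Mcm6 at −1.18 and Pola1 at −1.31, mitosis genes fell in 30 of 55, and histone genes fell in 34 of 54, such as Hist1h4k (−1.76). Il9r (4.84), Myc (1.28), Cd40 (1.33), Bcl2 (2.16) and Bbc3 (1.98) were higher. Of 16 called lists 9 held with an estimated correlation, among them DNA replication (0.00237 as adjusted p), histones (0.0117), NF-kB targets (0.0167) and homing genes (0.0432), and mitosis genes did not (adjusted p = 0.103). Neutrophil genes were higher as a list (median 3.90, adjusted p = 8.04e-05, and 0.311 with an estimated correlation), with Lcn2 (5.08) and Ngp (4.87) called of 12. The calls of Lcn2 (4.71) and Ngp (4.58) ended without PreB_HET replicate 1 and that of Orc4 (0.62) without PreB_HET replicate 2, and that of the MYC list, with an adjusted p of 0.0462 and 0.179 with an estimated correlation, ended without PreB_KO replicate 1 (adjusted p = 0.112).

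In immature B cells 208 genes were called between KO and HET, 60 higher and 148 lower. Il9r (4.52), Sell (2.29), Bbc3 (1.99), Zmat3 (1.70) and Cdkn1a (1.38) were higher, and the plasma cell genes Igj (−6.15 ± 1.2) and Sdc1 (−1.91 ± 0.35) were lower. None of the 11 called lists held with an estimated correlation, among them p53 targets with 4 of 26 higher (adjusted p = 0.00285, and 0.0649 with an estimated correlation). Without ImmB_HET replicate 2 the calls of Bbc3 (1.78), Zmat3 (1.60), Cdkn1a (1.23), Igj (−4.52), Sdc1 (−1.20) and the plasma cell list (adjusted p = 0.14) ended. Those of the B cell receptor (0.247) and ribosomal protein lists (0.0908) ended without ImmB_HET replicate 3, and those of the immediate early (0.118) and neutrophil lists (0.212) without ImmB_HET replicate 4. The count of genes was 84, 121 or 101 without ImmB_HET replicate 2, 3 or 4 and 129, 125 or 124 without ImmB_KO replicate 1, 3 or 4. In the fit of only the groups compared 259 genes were called in pre-B and 343 in immature B cells.

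A further comparison placed the KO effect along the step from pre-B to immature B cells, with that step taken from the HET libraries, which share no library with KO against WT, although same-numbered WT and HET libraries deviate together. The 1047 genes higher in immature B HET were higher as a list in pre-B KO (median 0.14, adjusted p = 0.00219, and 0.405 with an estimated correlation), with 77 called higher and 46 lower. The 1105 genes lower in immature B HET were lower (median −0.13, adjusted p = 0.00219, and 0.405 with an estimated correlation), with 122 called lower and 33 higher. In immature B KO neither list was called (camera adjusted p = 0.257 and 0.967). The dose of Bap1 was examined through HET, with lists from the other cell type. HET also differs from WT in Cre, the Cd79a locus and age. Same-numbered WT libraries of both cell types deviate together, and no value without an effect was computed, so these shifts do not show an effect of dose. The 196 genes higher in pre-B KO were higher as a list in immature B HET (median 0.08, adjusted p = 6.28e-06, and 0.141 with an estimated correlation), and the 364 lower ones were not called (adjusted p = 0.257). In pre-B HET, the 154 genes lower in immature B KO were lower (median −0.06, adjusted p = 0.0427, and 0.405 with an estimated correlation), and the 75 higher ones were not called (adjusted p = 0.621).

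The other lists were not called in pre-B KO against WT. B cell receptor signalling (1 of 32 higher, Prkcb with 0.77, adjusted p = 0.0711), light chain recombination (1 of 21 lower, Xrcc5 with −1.87, adjusted p = 0.87), Polycomb complexes (1 of 32 higher, Rybp with 0.87, and 2 lower, Phf19 with −1.80 and Phc1 with −0.88, adjusted p = 0.87), p53 targets (0 of 26, adjusted p = 0.323), the BCL2 family (0 of 13, adjusted p = 0.216) and the BAP1 complex and other H2A deubiquitinases (0 of 18, adjusted p = 0.301) had medians of at most 0.12 in size. Without PreB_WT replicate 3 the calls of Xrcc5 (−1.81), Rybp (0.86), Phf19 (−1.37) and Phc1 (−0.72) ended. Of the BAP1 complex list Asxl1 (−0.24), Asxl2 (0.05), Hcfc1 (−0.11), Usp16 (0.13) and Mysm1 (0.09) had adjusted p of at least 0.236. Adjusted p was 0.509 for early B lineage, 0.65 for interferon-stimulated, 0.569 for Toll-like receptor, 0.648 for oxidative phosphorylation, 0.977 for immediate early and 0.446 for glycolysis genes. Of other cell types, adjusted p was 0.163 for T cells, 0.0679 for neutrophils (median 1.77), 0.955 for monocytes, 0.569 for dendritic cells, 0.323 for plasma cells and 0.693 for stem cells, and 0.87 for the genes that check the labelled sex.

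In immature B KO against WT adjusted p was 0.146 for B cell receptor signalling, where Prkcb (0.74) and Cd81 (0.64) rose and Cd79a fell, of 32 genes, and the call of Cd81 ended without ImmB_WT replicate 2 (0.60) or 3 (0.61) or ImmB_KO replicate 3 (0.56). It was 0.51 for G1/S control, 0.342 for B lineage factors, 0.186 for the BCL2 family and 0.316 for Toll-like receptor genes, where Cdkn1a, Nfkb2, Bbc3 and Irak3 were the only genes called. With no gene called, adjusted p was 0.216 for the BAP1 complex, 0.551 for Polycomb, 0.216 for light chain recombination, 0.709 for interferon-stimulated, 0.398 for unfolded protein response and 0.306 for glycolysis genes. It was 0.195 for neutrophils (median 1.41), 0.121 for monocytes (0.47), 0.828 for dendritic cells, 0.0536 for plasma cells (−0.27), 0.713 for stem cells and 0.709 for the genes that check the labelled sex. The median and the mean of the list differed in sign in pre-B KO for light chain recombination (0.03 and −0.08), immediate early (0.13 and −0.12) and sex check genes (−0.15 and 0.02), and the stem cell list was tested as lower with a median of 0.12. In immature B KO they differed for interferon-stimulated (0.02 and −0.03), unfolded protein response (−0.03 and 0.01), dendritic cell (−0.01 and 0.05) and sex check genes (−0.13 and 0.03).

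**Figure D5:**
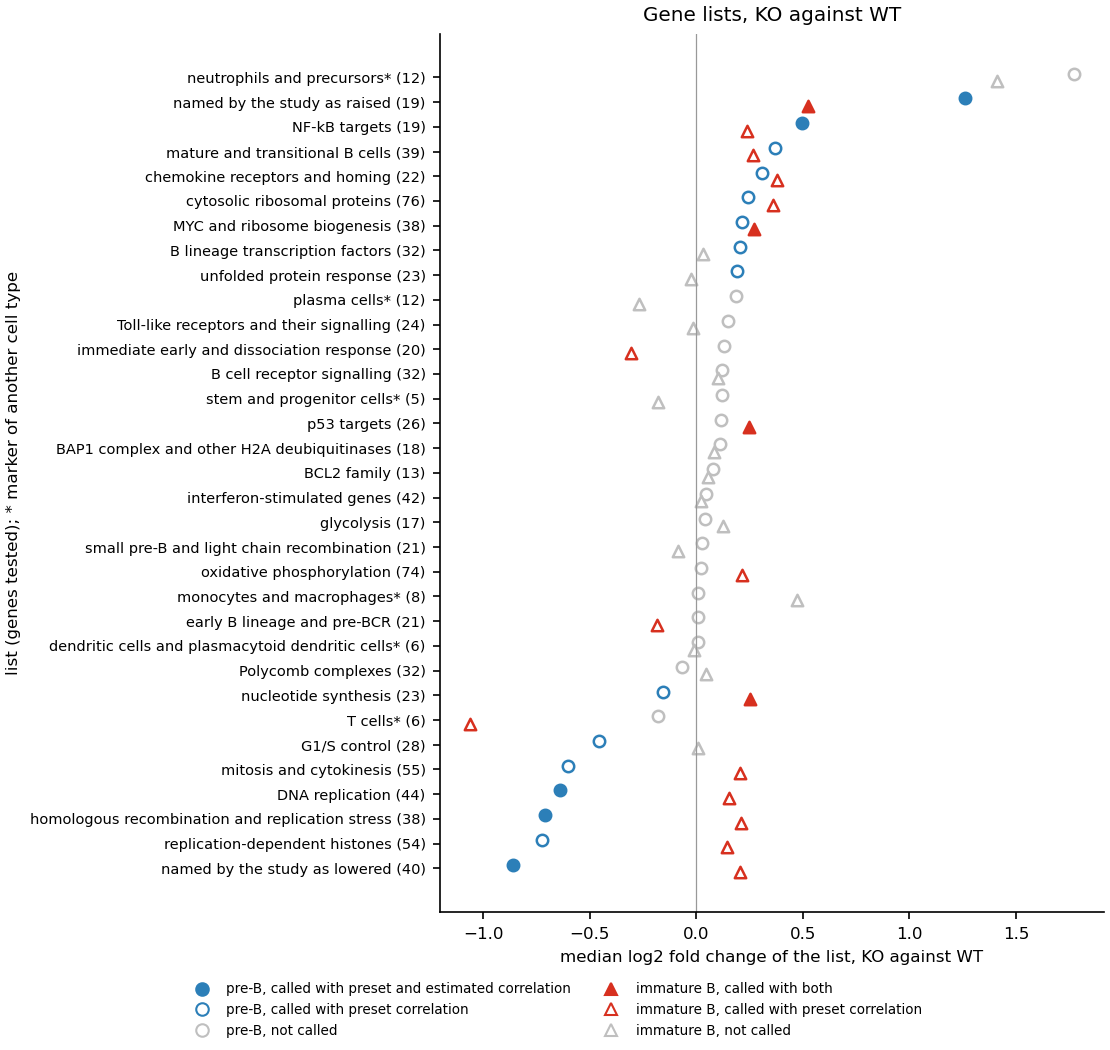
Median log2 fold change of 33 gene lists in KO against WT, for pre-B cells (circles) and immature B cells (triangles). Filled symbols mark lists called with the preset and the estimated correlation, coloured open symbols those called with the preset one alone, and grey symbols those not called. Study-lowered, histone and recombination genes lie lowest in pre-B KO, and p53, MYC and nucleotide synthesis genes are filled for immature B KO.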

Values the study reported

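The study reported 916 genes dysregulated in KO relative to control cells, at a fold change of at least 1.5 and an FDR of at most 0.01. In HET cells the fall of Cd79a was the only change it reported past this threshold. It gave 46.5%, 9.3% and 5.6% of the variance for principal components 1, 2 and 3. Of the genes lowered in KO pre-B cells that had a BAP1 binding site near them, it counted 69 in terms of cell cycle, DNA replication and cell division. It reported no difference of Il7r and Igll1 in pre-B cells. By flow cytometry it found no difference of p53 protein or of the DNA damage marker γH2AX in KO B-lineage cells of the bone marrow. Immature B cells were among these cells. That is a measure of protein, while the p53 target list above is one of transcripts.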

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

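The splits of the libraries and the rules behind the values in the next paragraphs were fixed before the values were seen. The tests of background, of libraries that stand apart, of dividing cells, of immature B cells (with the groups of genes it uses) and of neutrophil RNA were chosen after the patterns were seen.

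The effect of KO differed between the cell types, by a test of the difference itself, for 21 genes. Of these 18 had a higher log2 fold change in immature B than in pre-B cells, although without PreB_KO replicate 4 the test called 16 higher and 20 lower: the replication and repair genes Cdc6 (2.01), Rad51 (1.88), Ccne2 (1.87), 2810417H13Rik (1.85), Fancd2 (1.63), Esco2 (1.52), Pola1 (1.39), Lig1 (1.36), Pole (1.31), Mcm6 (1.10), Mcm4 (0.97) and Rfwd3 (0.85), the mitosis genes Kntc1 (1.68) and Ndc80 (1.17), and Epha2 (1.85), Tcf19 (1.67), Zfp367 (1.54) and Cbx5 (0.98). Trib1 (−2.17), Cyp39a1 (−2.10) and Mast4 (−1.43) had a lower one. With libraries of the same genotype and number blocked, 30 genes were called, 12 of them among the 21. The calls of 2810417H13Rik, Cbx5, Cyp39a1, Esco2, Fancd2, Mcm4, Ndc80, Rfwd3 and Zfp367 ended (adjusted p of 0.0108 to 0.0271). 2810417H13Rik, Lig1, Mcm4, Rfwd3, Tcf19, Zfp367, Cbx5, Trib1 and Mast4 are outside the rule for named genes and were chosen after their values were seen. As lists, 15 differed. The medians were 0.83 for DNA replication, 0.46 for nucleotide synthesis, 0.77 for mitosis, 0.46 for G1/S control, 0.70 for homologous recombination, 0.93 for histones, 0.22 for oxidative phosphorylation and 1.03 for study-lowered genes. They were −0.29 for early B lineage, −0.21 for B lineage factors, −0.30 for NF-kB targets, −0.20 for the unfolded protein response, −0.33 for immediate early genes, −0.47 for plasma cells and −0.39 for study-raised genes. With an estimated correlation 8 held, and the calls were lost for early B lineage (adjusted p = 0.111), B lineage factors (0.31), NF-kB targets (0.0964), oxidative phosphorylation (0.872), the unfolded protein response (0.215), immediate early genes (0.385) and plasma cells (0.111).

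A library lay far from the other 3 of its group in 36 of 447 tests of a group (8.05%, 144 genes). Chance gives about 1 in 20 for independent, normally distributed values. Several of these CPM values lie near 0, and the neutrophil genes of PreB_HET replicate 3 move together, so the shares cannot be compared closely. The library that lay apart was lower for E2f7, Hcfc1, Mcm3, Shmt2, Bbc3 and Cyp39a1, and higher for everything else. PreB_HET replicate 1 accounted for 11. It had a Lars2 share of 8.65% of counts, and 228 CPM of 2810417H13Rik, 62.4 of E2f7, 607 of Hcfc1, 1180 of Hist1h1a, 865 of Hist1h1b, 74.0 of Itgb1, 231 of Mcm3, 332 of Pcna, 78.4 of Sell and 16.7 of Xrcc5. PreB_HET replicate 3 had 1.27 CPM of Camp, 6.82 of Gpr183, 2.43 of Lcn2, 9.83 of Ltf, 1.39 of Mmp9, 6.07 of Ngp, 2.20 of S100a8 and 4.16 of S100a9. PreB_HET replicate 4 had 27.2 CPM of Nrgn. PreB_KO replicate 4 had a Lars2 share of 3.82%, and 2.96 CPM of Ccr6, 46.1 of Fcrl1, 0.518 of Igj, 8.07 of Irak3, 109 of Mcm3 and 60.1 of Shmt2. PreB_KO replicate 2 had 250 CPM of Asxl2 and replicate 1 had 4.68 of Bbc3. ImmB_KO replicate 1 had 5.06 CPM of Cysltr1, 122 of Itgb1 and 145 of Mcm4, replicate 2 had 18.1 of Dhx58, and replicate 4 had 2.60 of Cyp39a1, 6.89 of Igj and 13.7 of Irak3.

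Other splits of the same libraries were tested in the same way, 35 for comparisons of 3 with 4 or 4 with 4 libraries, 10 for 3 with 3, and 100 drawn at random for the difference between cell types. As the cause of the count of genes, chance is unlikely for pre-B KO against WT (560, and at most 175 in another split), immature B KO against WT (229 and 3), pre-B KO against HET (922 and 19), immature B KO against HET (208 and 9) and the difference between cell types (21 and 2), where in each case only 1 split, the real one, gave as many. That is 1 of 35 splits, or 1 of 100 for the difference, with no adjustment over the comparisons. A fit of only the groups compared called 6, 431, 259, 343 and 1 genes in these comparisons, and the other splits were not run in it. The splits for the difference did not keep same-numbered libraries of both cell types together, although these deviate together in WT. For pre-B HET against WT (0 and at most 1 in another split) all 35 splits gave as many, which a count of 0 makes certain, so that nothing follows on chance. For the count of lists in pre-B KO against WT only 1 split, the real one, gave as many (15, and at most 14 in another split), a margin of 1 list that does not exclude chance. The real count was 14 with the replicate block, 13 with fry, 12 to 15 without 1 library and 5 with an estimated correlation, and the other splits were not run in these ways. Nor can chance be excluded as the cause of the count of lists for immature B KO against WT (17 and 20, 2 splits), pre-B HET against WT (13 and 16, 4 splits, which are among the 8 that part all 3 same-numbered pairs as the real one does, while the other 27 gave at most 12), pre-B KO against HET (16 and 18, 5 splits), immature B KO against HET (11 and 19, 14 splits) and the difference between cell types (15 and 20, 14 splits). For immature B HET against WT (0 genes and at most 0 in another split, 10 splits with as many; 9 lists and 17, 9 splits) and the cell types in WT (1928 genes and 0; 20 lists and 21, 5 splits) the splits are too few. There 4 splits each part all 3 same-numbered pairs, with at most 10 and 20 lists in another of these, and at most 17 and 21 in the 6 that do not.

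Genes of DNA replication were lower in pre-B KO than in WT. With the background share as a covariate the median log2 fold change of the list was −0.641 (adjusted p = 3.77e-18, 20 of 44 genes lower), which argues against background reads as the cause. All 4 KO libraries had a list mean below that of every WT library (4.891 to 5.246 against 5.636 to 5.859 mean log2 CPM), which argues against 1 or 2 libraries that stand apart. Fewer dividing cells among the sorted pre-B cells cannot be told apart from lower expression per cell: the median of the mitosis list was 0.037 above that of the replication list, against −1.52 between immature B and pre-B cells in WT, and dividing and resting pre-B cells were not sorted apart. By flow cytometry the study found fewer large pre-B cells in KO, and more resting cells among both large and small pre-B cells. It calls its transcript comparison somewhat confounded by this depletion. It also proposes a direct role of BAP1. That rests on binding sites near these genes and on more ubiquitinated histone H2A at promoters of lowered cell cycle genes after deletion of Bap1. Both were measured in the B cell precursor line Ba/F3, where clones without BAP1 also proliferated less. How much of the fall the change in cells and a direct role each account for cannot be told from these libraries. In pre-B KO 26 of 44 replication genes but 1 of 55 mitosis genes had a mean below that of immature B WT.

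Mature B cell genes were higher in pre-B KO than in WT, 8 of 39 past the threshold, and as a list with the preset correlation alone (adjusted p = 1.85e-05, and 0.221 with an estimated correlation). Of these calls, those of Ly6d (0.80), Sell (1.15), Cd83 (2.23) and Cd74 (0.62) ended without PreB_WT replicate 2, those of Ly6d (0.87), Sell (1.18) and Cd83 (1.73) without PreB_WT replicate 3, and that of Cd83 without PreB_WT replicate 4 (2.47). Without PreB_KO replicate 1 those of Ly6d (1.04) and Sell (1.3) ended, without replicate 2 that of Cd83 (1.65), without replicate 3 those of Ly6d (0.94) and Cd74 (0.87), and without replicate 4 those of Ly6d (0.85), Sell (0.94) and Cd83 (2.01). With the background covariate the median was 0.385 (0.37 without, adjusted p = 5.18e-05), which argues against background reads. As a share of immature B KO RNA, 23 marker genes gave a median of 3.84 ± 1.98% (SD, 4 KO libraries, 2.18 to 6.66%), while Cd40, Ltb, Ly6d and Sell would need 18.1 to 59.3%, above limits of 7.8% (2 SD over libraries) and 12.1% (2 SD over the other 20 markers). These 4 genes have the highest shares of the 8 and were left out of the second limit, so passing it is no test of its own. Sell is not among the 23 markers, since it averaged 193 CPM in immature B KO against 57.8 CPM in pre-B WT, under the 4-fold limit for a marker. The limit of 7.8% is the spread over libraries of a median over markers, not of single genes. The other 20 markers needed at most 10.3%, which also lies above 7.8%. At the share Cd40 needs (23.4%) Ms4a1 would reach 572 CPM and Cd74 1370, and they were at 192 and 487. This argues against immature B cells within the gate as the only source of the rise of these 4 genes. For Fcer2a, Cxcr5, Cd83 and Cd74, which would need 4.29 to 6.86%, such cells cannot be told apart from a change within KO pre-B cells: of the other 20 markers 5 had a negative share (Ciita −5.67%, H2-Oa −5.35%, Bank1 −2.66%, Fcrl1 −0.624% and H2-Ab1 −0.221%) and Tnfrsf13c needed 10.3%, and the sort for cells without IgM and IgD removes immature B cells. A change within KO pre-B cells, which the genotype groups allow, stays open for all 8 genes.

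Neutrophil genes were higher in pre-B KO than in HET as a list with the preset correlation alone (adjusted p = 8.04e-05, and 0.311 with an estimated correlation). Within groups their deviations moved together (median pairwise correlation 0.7), so that neutrophil precursors or their RNA may be the source, although the sort for CD19 and against other lineages removes such cells. The most abundant averaged 59.3 ± 40.4 (Mpo), 52.7 ± 53.2 (Ngp) and 33.8 ± 29.2 CPM (Ltf) in pre-B KO. In HET they averaged 12.9 ± 10.9, 1.83 ± 2.85 and 2.71 ± 4.76 CPM. The rise was not shared by all KO libraries. The mean log2 CPM of the list was 1.18 in PreB_KO replicate 3, below PreB_HET replicate 3 (2.19). It was 3.99 to 4.51 in the other KO libraries and −2.075 to −0.11 in the other HET libraries. Of the 20 genes of the list 12 were tested, 2 reached 1 CPM in every library and 0 are in another list. The correlation with the background share cannot tell background reads apart, since its median was 0.42, between the limits set for both outcomes. That share averaged 0.52 ± 0.28% in pre-B HET and 0.73 ± 0.44% in KO. Cxcr2 and Csf3r, which followed it most (0.98 and 0.88), rose least (0.70 and 0.87 on the log2 scale), while the next, Mmp9 (0.65), rose by 3.06. These values argue against background reads as the only source of the rise, although most of these genes were scarce in HET.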

How the results depend on the processing

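The background covariate and the removal of the libraries numbered 1 were chosen after results were seen, and all other alternatives were fixed before. Comparisons are listed in the order pre-B KO against WT, immature B KO against WT, pre-B HET against WT, immature B HET against WT, pre-B KO against HET, immature B KO against HET, the cell types in WT, and the difference of the KO effect. The counts of genes were 560, 229, 0, 0, 922, 208, 1928 and 21. At an adjusted p of at most 0.05 with no fold limit they were 1310, 566, 1, 0, 2007, 567, 3037 and 138, where 2 limits changed together and the share of each was not tested. DESeq2 called 854 and 413 in KO against WT, 1 in each HET comparison, 399 in immature B KO against HET and 149 for the difference. The exact test called 367 and 347 in immature B KO against WT and HET, and 1 in pre-B HET. The authors' CPM with limma-trend gave 1 in pre-B HET and 36 for the difference, RLE factors 13 for the difference, filterByExpr 293, 113, 102 and 4 for pre-B and immature B KO against WT, immature B KO against HET and the difference, and no filter 206, 89, 486, 81, 1214 and 2 for pre-B and immature B KO against WT, pre-B and immature B KO against HET, the cell types and the difference. A fit of only the groups compared gave 6, 431, 259, 343 and 1 for the KO comparisons and the difference. For the difference, the background covariate gave 35 and leaving out the libraries numbered 1 gave 10. The share of higher calls in the difference was 85.7%, and 69.2% with RLE factors, 63.8% with DESeq2 and 72.0% after quantile normalization. The smaller counts without a filter or with filterByExpr go with more genes tested, 22671 and 18622 instead of 10562. For the others the cause was not tested.

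With an estimated correlation 5, 4, 2, 0, 9 and 0 lists were called in the KO and HET comparisons and 8 for the difference, and fry called 5 in immature B KO against WT, 1 and 0 in HET, 5 in immature B KO against HET and 9 for the difference. Bap1 in pre-B KO against HET passed with limma-trend (−0.604). The overlap of the KO effects was 113 higher and 183 lower genes at an adjusted p of at most 0.05, and 66 and 134 with DESeq2. The genes higher in immature B HET, tested in pre-B KO, had an adjusted p of 0.405 with an estimated correlation and 0.238 with fry, and the lower ones 0.405 and 0.0509. The genes lower in immature B KO, tested in pre-B HET, had 0.405 and 0.338, and those higher in pre-B KO, tested in immature B HET, 0.141 and 0.238. Components 1, 2 and 3 held 34.5%, 14.8% and 11.9% with genes scaled to unit variance, 50.1%, 12.4% and 11.9% in the authors' CPM, and 39.5%, 29.3% and 11.4% with the 1000 most variable genes. The cause was not tested for these.

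Leaving out each library in turn gave 272 to 666, 83 to 204, 0 to 0, 0 to 0, 693 to 990, 84 to 173, 1573 to 1839 and 3 to 37 genes, and 12 to 15, 11 to 17, 11 to 14, 5 to 11, 15 to 17, 12 to 14, 20 to 21 and 14 to 16 lists. Bap1 ranged from −0.898 to −0.621 and from −0.574 to −0.462 in KO against WT, from −0.242 to −0.105 and from −0.348 to −0.166 in HET, and from −0.717 to −0.456 and from −0.327 to −0.145 in KO against HET. In 3 cases the direction reversed, none past the threshold: the unfolded protein response (adjusted p = 0.679, range 3.85e-05 to 0.679) and plasma cell lists (0.313, range 7.72e-06 to 0.313) in immature B HET without ImmB_HET replicate 2, and oxidative phosphorylation in the difference without PreB_WT replicate 4 (0.843, range 9.11e-05 to 0.843). Of 3496 gene values 3118 kept direction and side of the threshold, 370 lost the threshold, 8 passed it and 0 reversed. Of 478 gene values 467 kept both with DESeq2, 469 with RLE factors, 453 with limma-trend and 474 with the background covariate, with 0 reversed. No scaling moved the median of all genes by more than 0.1 on the log2 scale (the largest shift was −0.0538).

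With a block for the replicate number (for the last 2 comparisons, for genotype and number) the counts were 549, 240, 0, 0, 1016, 206, 2034 and 30, of which the 30 shared 12 genes with the 21. Where the numbers pair the libraries (HET against WT and the cell types in WT), the block ended the list calls of G1/S control and stem cells in pre-B HET and added those of interferon-stimulated and sex check genes there and of sex check genes in immature B HET. In the cell types in WT it kept all 20 list calls and 1856 of the 1928 genes. In the difference it added p53 targets (adjusted p = 0.0477). In KO against WT the libraries share a number and a sex, and each correlated best with its own number in 1 of 3 pre-B and 0 of 3 immature B pairs, and in 2 of 4 and 0 of 3 pairs against HET. There the block gave an adjusted p of 0.0618 for the unfolded protein response in pre-B KO, and of 0.1, 0.0657 and 0.103 for replication, NF-kB and T cell lists in immature B KO, and it added plasma cells there (0.029) and the unfolded protein response in pre-B KO against HET (0.0494).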

Other observations

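No test in this part was chosen after its result was seen.

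Between pre-B and immature B cells in WT further groups moved as lists. Of 24 Toll-like receptor genes 12 rose and 1 fell (median log2 fold change 1.04, adjusted p = 0.00713 with an estimated correlation), of 32 B cell receptor signalling genes 16 rose and 1 fell (median 0.69, adjusted p = 0.0422), of 19 NF-kB targets 9 rose (median 0.92, adjusted p = 0.00833), and of 17 glycolysis genes 8 rose (median 0.66, adjusted p = 0.00713). Of 22 homing genes 7 rose and 2 fell (median 1.05, adjusted p = 0.0399). Of 21 light chain recombination genes 8 fell and 3 rose (median −0.33, adjusted p = 0.0399). Interferon-stimulated genes rose in 16 of 42 (median 0.92), although that list was not called with an estimated correlation (adjusted p = 0.25).

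A few genes of lists that were not called moved in pre-B KO against WT. Irak3, a regulator of Toll-like receptor signalling, fell by 1.73 on the log2 scale and the T cell kinase gene Lck by 1.52. The interferon-induced helicase gene Dhx58 (−1.24) fell and the glycolytic gene Pfkl (1.00) and Ssr4 (0.92) rose, and these 3 calls ended without PreB_WT replicate 2 (−1.09, 0.78 and 0.77). That of Dhx58 also ended without PreB_WT replicate 4 (−1.15) or PreB_KO replicate 1 (−1.02), 2 (−1.29) or 3 (−1.18), that of Pfkl without PreB_WT replicate 3 (1.00) or PreB_KO replicate 1 (0.99), 3 (1.00) or 4 (0.85), and that of Ssr4 without PreB_WT replicate 3 (0.96) or 4 (1.09) or PreB_KO replicate 1 (0.78) or 3 (0.87).

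In the principal component analysis components 1, 2 and 3 held 40.0%, 21.8% and 12.5% of the variance, the first lower and the others higher than the values quoted from the study above. The study worked on quantile-normalized values and names partial least squares regression as its method, so that the shares are not of the same kind. In its own CPM values the components held 50.1%, 12.4% and 11.9%. In HET against WT 0 genes were called in either cell type by edgeR's quasi-likelihood test, which is lower than the value quoted from the study above, with 344 and 49 genes at an unadjusted p under 0.05. DESeq2 called 1 gene in each, Cd79a, as did limma-trend on the authors' CPM in pre-B HET (−1.06, adjusted p = 0.0071), and the exact test called 1 gene in pre-B HET. Cd79a stood at −1.07 (adjusted p = 0.030) in the quasi-likelihood test there.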
